# Licochalcone A activation of glycolysis pathway has an anti-aging effect on human adipose stem cells

**DOI:** 10.18632/aging.203734

**Published:** 2021-12-03

**Authors:** Yating Wu, Hao Wang, Jianbo Zhu, Haitao Shen, Hailiang Liu

**Keywords:** licochalcone A, adipose-derived stem cells, cell proliferation, glycolysis, aging

## Abstract

Licochalcone A (LA) is a chalcone flavonoid of *Glycyrrhiza inflata*, which has anti-cancer, antioxidant, anti-inflammatory, and neuroprotective effects. However, no anti-aging benefits of LA have been demonstrated *in vitro* or *in vivo*. In this study, we explored whether LA has an anti-aging effect in adipose-derived stem cells (ADSCs). We performed β-galactosidase staining and measured reactive oxygen species, relative telomere lengths, and *P16*^ink4a^ mRNA expression. Osteogenesis was assessed by Alizarin Red staining and adipogenesis by was assessed Oil Red O staining. Protein levels of related markers runt-related transcription factor 2 and lipoprotein lipase were also examined. RNA sequencing and measurement of glycolysis activities showed that LA significantly activated glycolysis in ADSCs. Together, our data strongly suggest that the LA have an anti-aging effect through activate the glycolysis pathway.

## INTRODUCTION

Organism aging is accompanied by cell senescence caused by telomere shortening [1], increased reactive oxygen species (ROS) [2], oncogene activation [3], impaired nervous system functions, and a decline in immunity [4, 5]. The occurrence of various diseases is closely related to cell senescence [6], such as osteoporosis [7] and Parkinson’s disease [5]. Lipid profiles are associated with aging. Indeed, increased uptake of specific lipids promotes longevity and ameliorates disease phenotypes *in vivo* [8]. Moreover, lipid profiles have been invaluable to identify the nine denominators of aging: telomere attrition, genome instability, epigenetic alterations, mitochondrial dysfunction, deregulated nutrient sensing, altered intercellular communication, loss of proteostasis, cellular senescence, and adult stem cell exhaustion [9]. Therefore, inhibiting replicative senescence of cells is an important consideration to improve health.

Stem cell exhaustion is a critical factor of aging. Adipose-derived stem cells (ADSCs), which are obtained from adipose tissue, exhibit a high proliferative ability, rapidly self-renew, and can be directed to differentiate into osteoblasts, fibroblasts, and nerve cells [10]. Extensive research has shown that ADSCs play major roles in aging, such as increasing the superoxide dismutase level and decreasing the malondialdehyde content of aging rats [11]. Additionally, ADSCs promote myelin sheath regeneration and reduce loss of nerve functions in mice [12]. Furthermore, injection of an Alzheimer’s disease mouse model with a certain dose of ADSCs promotes microglial cell activation and nerve regeneration by ADSCs homing to the lesion site and differentiating into nerve cells [13, 14]. However, the proliferative ability of ADSCs decreases in aged animals [15] and young ADSC transplants show significantly higher bone regeneration for osteoporosis treatment [16]. Regardless, ADSCs are a suitable cell source to research aging-related problems.

Natural small molecule compounds are widely used in clinical studies. Recently, increasing attention has been focused on the molecular mechanisms related to aging controlled by an epigenetic-modulating diet with polyphenols [17]. For example, resveratrol plays an important role in anti-aging by activation of deacetylases [18], whereas quercetin induces cytochrome c expression in the brain [19].

The potential clinical applications of numerous bioactive compounds in licorice were recently investigated. Licochalcone A (LA), a characteristic chalcone extracted from the root of *Glycyrrhiza inflata* [20], has bioactive functions and exerts anti-tumor [21], antioxidant [22], anti-obesity [23], and neuroprotective effects [24] and also shows anti-cancer effects by inhibiting glioma stem cell proliferation [25]. LA also exhibits anti-obesity effects [26], inhibits thrombus formation [27], and exerts antioxidant activities by regulating nuclear factor-erythroid 2-related factor 2 (Nrf2) [28]. Another study demonstrated that LA shows anti-inflammatory effects in IL-1β-stimulated chondrocytes [29]. Furthermore, treatment with LA promotes strong osteogenic differentiation and mineralized formation of cell aggregates [30]. Thus, LA is a component of licorice with various bioactivities. Although various pharmacological activities of LA have been reported, the value of LA as an adjuvant for anti-aging remains to be determined.

In this study, we investigated whether LA had an effect on the proliferative and differentiation abilities of hADSCs and examined the underlying anti-aging mechanisms. Additionally, we determined whether treatment with LA improved cell proliferation by RNA sequencing (RNA-seq) analysis and measurement of glycolysis activities.

## RESULTS

### LA ameliorates replicative senescence of hADSCs

Samples of hADSCs were obtained from subcutaneous adipose tissues and the cells had been identified by our previous work [31], a characterization of the multipotency showed that a state of aging after P9 as evidenced by a gradual increase in size and irregular shape at P9 and P16. Additionally, expression of cell senescence-related molecular marker *P16^ink4a^* was increased significantly, telomeres were shortened, and the number of SA-β-gal-positive cells was increased significantly at P16. Therefore, we chose aging state cells to research the anti-aging effect of LA [31].

To evaluate LA cytotoxicity, hADSC were treated with various concentrations of LA for 24 h and then evaluated for cell viability. The results indicated that LA (25 μmol) significantly increased hADSC viability compared with Ctrl treatment (p<0.05) (Supplementary Figure 1A).

Furthermore, growth curves of various passages displayed an initial lag phase of 2 days, followed by an exponential log phase from 3 to 5 days, and then cells entered a plateau phase at 6-7 days (Supplementary Figure 1B). The results showed that LA (25 μmol) promotes cell proliferation compared with Ctrl treatment on the fourth day (p<0.05).

To examine the effect of LA on senescence, we performed SA-β-gal assays. SA-β-gal staining revealed significantly fewer senescent cells in the LA treatment group compared with the Ctrl group (p<0.01) (Figure 1A).

**Figure 1:**
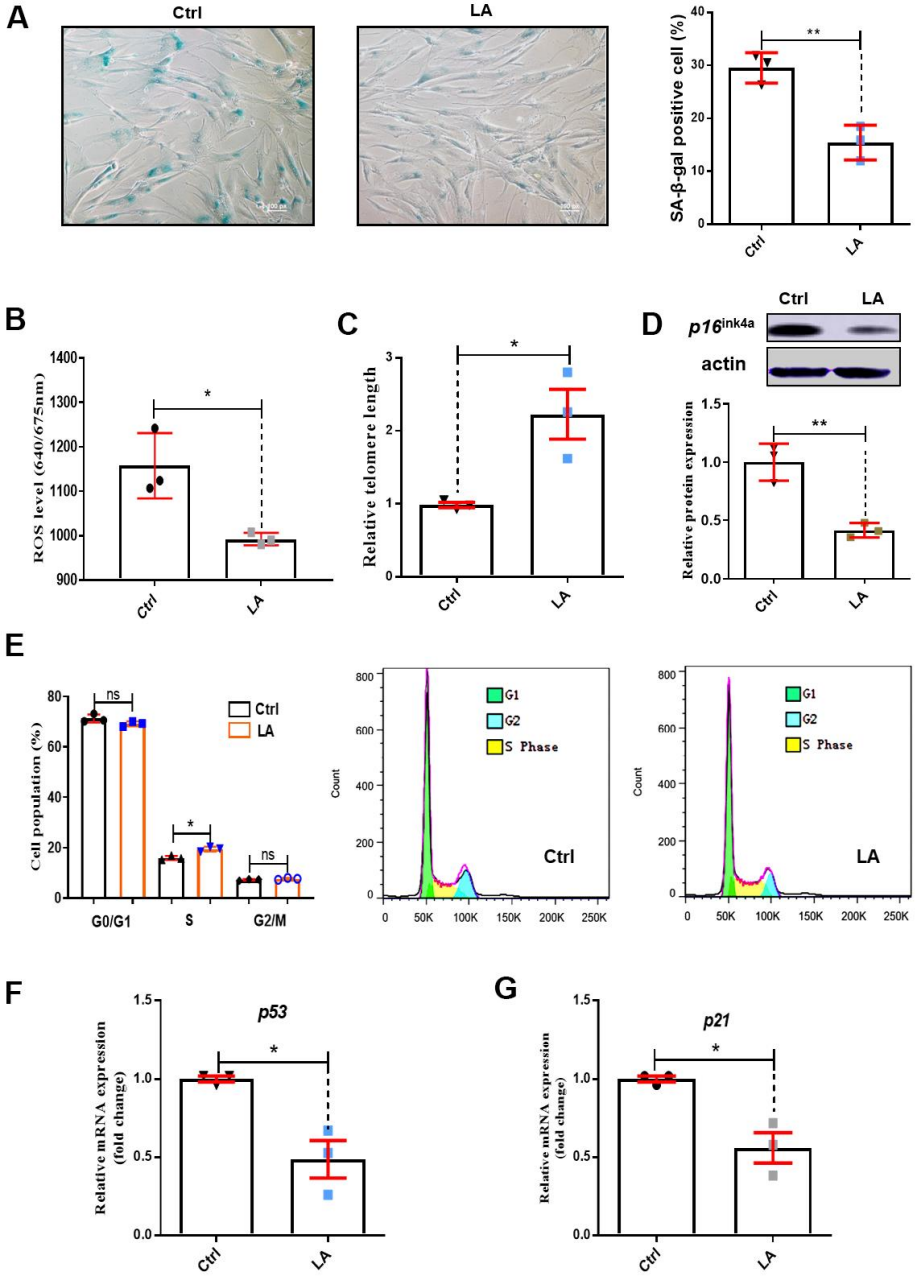
**Effects of LA on hADSC viability.** (**A**) SA-β-gal staining of hADSCs (Scale bar: 100 μm). The relative intensity of ROS was detected by a microplate reader. (**B**) Effects of LA on ROS. (**C**) Relative telomere lengths of hADSCs. (**D**) Relative protein expression of senescence gene *P16* compared with the control. (**E**) Effects of LA on cell cycle. (**F**, **G**) Relative mRNA expression of senescent genes *P21* and *P53* compared with control. Data are presented as the mean ± SD of three independent experiments. *p < 0.05, **p < 0.01 compared with untreated cells.

ROS levels are important to regulate cell proliferation activity. Increased ROS levels lead to cell senescence [32]. As shown in Figure 1B, treatment with LA (25 μmol) reduced ROS levels in hADSCs compared with the Ctrl (*P*<0.05). The length of telomeres inevitably shrinks during the process of aging by telomere regulation of cell replication [33] and cell senescence [34]. Telomere shortening was suppressed in LA-treated hADSCs compared with the Ctrl (*P*< 0.05) (Figure 1C). *P16*^ink4a^ is a marker of senescence [35] and senescence occurs by inactivation of suppressor elements, which enhances expression of p16 [36]. Western blotting showed that LA (25 μmol) treatment inhibited protein expression of *P16*^ink4a^ in aged hADSCs compared with the Ctrl (Figure 1D).

Cell cycle arrest results in genomic instability and premature aging [37], and delayed S phase progression contributes to genome instability [38]. Cell cycle analysis showed that LA (25 μmol) treatment caused a decrease in cells in G0/G1 phase and a significant increase in S phase cells (p<0.05) compared with Ctrl cells (Figure 1E).

In normal cells, the P53 tumor suppressor maintains mitochondrial respiration. Overexpression of *P53* drastically reduced mitochondrial Ca^2+^ transients in stimulated cells, causing mitochondrial dysfunction [39]. RT-qPCR showed that LA (25 μmol) treatment resulted in significantly reduced mRNA expression of *P53* (p<0.01) compared with Ctrl (Figure 1F). The senescence-associated secretory phenotype develops because of cellular senescence. P21 is a secretory factor that regulates senescence [40]. We found that LA (25 μmol) treatment also significantly reduced (p<0.05) the mRNA expression of *P21* compared with the Ctrl (Figure 1G).

### Effect of LA on the differentiation capabilities of hADSCs

To assess the anti-aging effect of LA (25 μmol), we examined cell differentiation abilities. Osteogenic and adipogenic differentiation indicates the differentiation potentials of stem cells [41] and osteogenesis of aged MSCs is compromised significantly [42]. Unbalanced adipogenic and osteogenic differentiation of human mesenchymal stem cells promotes senescence [43].

We next examined osteogenic differentiation in hADSCs treated with LA (25 μmol) by evaluating mRNA levels of the marker genes alkaline phosphatase (*ALP*), alkaline osteocalcin (*OCN*), and runt-related transcription factor 2 (*RUNX2*) [44]. Compared with the Ctrl, LA (25 μmol) treatment increased the mRNA expressions of *ALP* (p<0.05), *OCN* (p<0.01), and *RUNX2* (p<0.01) (Figure 2A). Alizarin Red staining revealed that LA (25 μmol) promoted the formation of mineralized nodules compared with the Ctrl (Figure 2B). Western blot analysis showed that LA (25 μmol) upregulated the protein expression of RUNX2 (p<0.05) compared with the Ctrl (Figure 2C).

**Figure 2:**
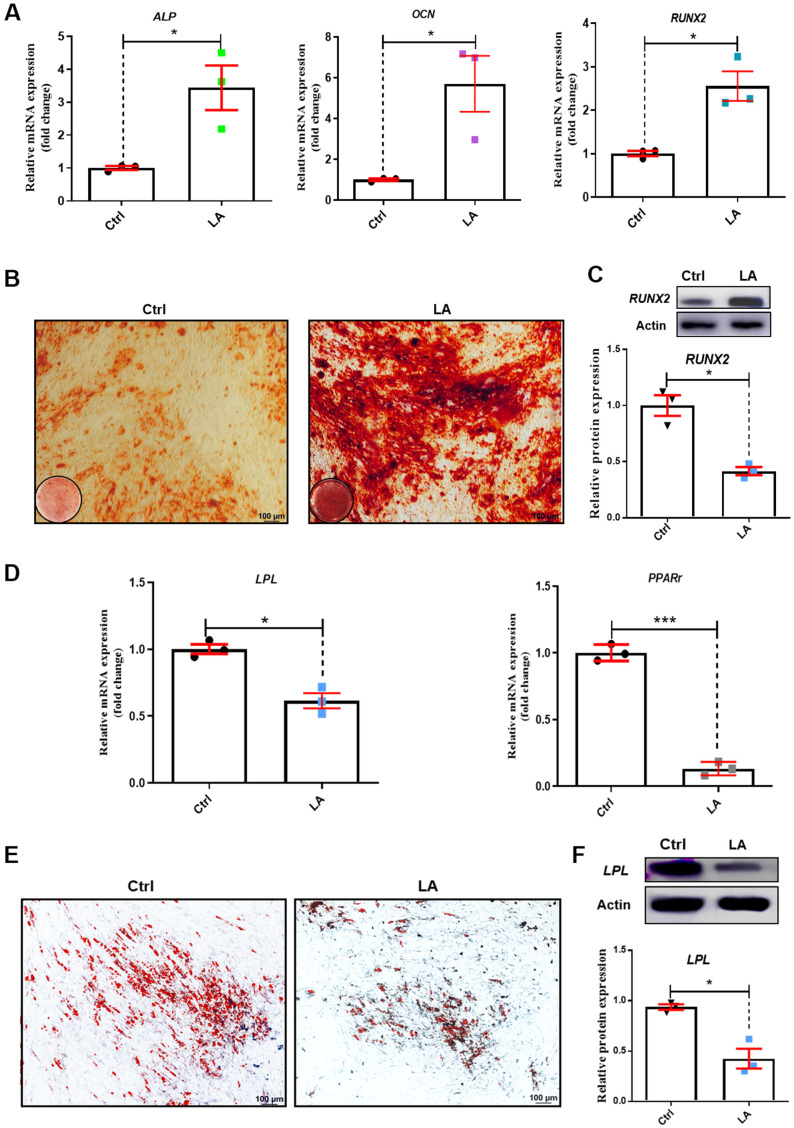
**Effects of LA on hADSC differentiation ability.** (**A**) qRT-PCR of mRNA levels of the osteogenic differentiation markers *ALP*, *OCN*, and *RUNX2*. (**B**) Alizarin Red staining of hADSCs. (**C**) Western blot in hADSCs treated as indicated. (**D**) qRT-PCR of mRNA levels of the adipogenic differentiation markers *PPARr* and *LPL*. (**E**) Oil Red O staining of hADSCs. (**F**) Western blot in hADSCs treated as indicated. Data are presented as the mean ± SD of three independent experiments. *p < 0.05, **p < 0.01, ***p < 0.001 compared with untreated cells.

We also evaluated adipogenic differentiation by evaluating the mRNA levels of the marker genes peroxisome proliferator-activated receptors γ (*PPARγ*) and lipoprotein lipase (*LPL*) [45]. LA (25 μmol) treatment decreased the mRNA expression of *PPARγ* (p<0.01) and *LPL* (p<0.05) compared with the Ctrl (Figure 2D). Oil Red O staining showed that LA (25 μmol) treatment resulted in fewer fat droplets compared with the Ctrl (Figure 2E). Western blot analysis showed that LA (25 μmol) downregulated the protein expression of LPL (p<0.01) compared with the Ctrl (Figure 2F). These results demonstrated that LA (25 μmol) promotes hADSC differentiation toward osteogenesis and attenuates adipogenic differentiation.

### Effect of LA on glycolysis/gluconeogenesis pathways in hADSCs

On the basis of RNA-seq to analyze the specific mechanism, a classification map of KEGG pathway analysis revealed that 4 signaling pathways related to cell growth and death were regulated by LA (25 μmol) (Figure 3A). Furthermore, a bubble diagram showed that glycolysis/gluconeogenesis signaling pathways were regulated by LA (Figure 3B) and a heatmap showed differentially expressed genes related to glycolysis/gluconeogenesis signaling pathways (Figure 3C). Heatmap analysis showed that the expressions of *GAPDH*, *MMP14*, *PKM*, *MMP17*, and *PFKP* genes, which are related to the glycolysis/gluconeogenesis signaling pathway, were upregulated in the LA group compared with the Ctrl group. Examination of differentially expressed genes revealed 21 upregulated genes and 51 downregulated genes in the LA -treated group compared with the Ctrl group (Figure 3D). Furthermore, gene set enrichment analysis (GSEA) of the differentially expressed genes revealed that LA treatment activated the glycolysis/gluconeogenesis signaling pathways (Figure 3E).

**Figure 3:**
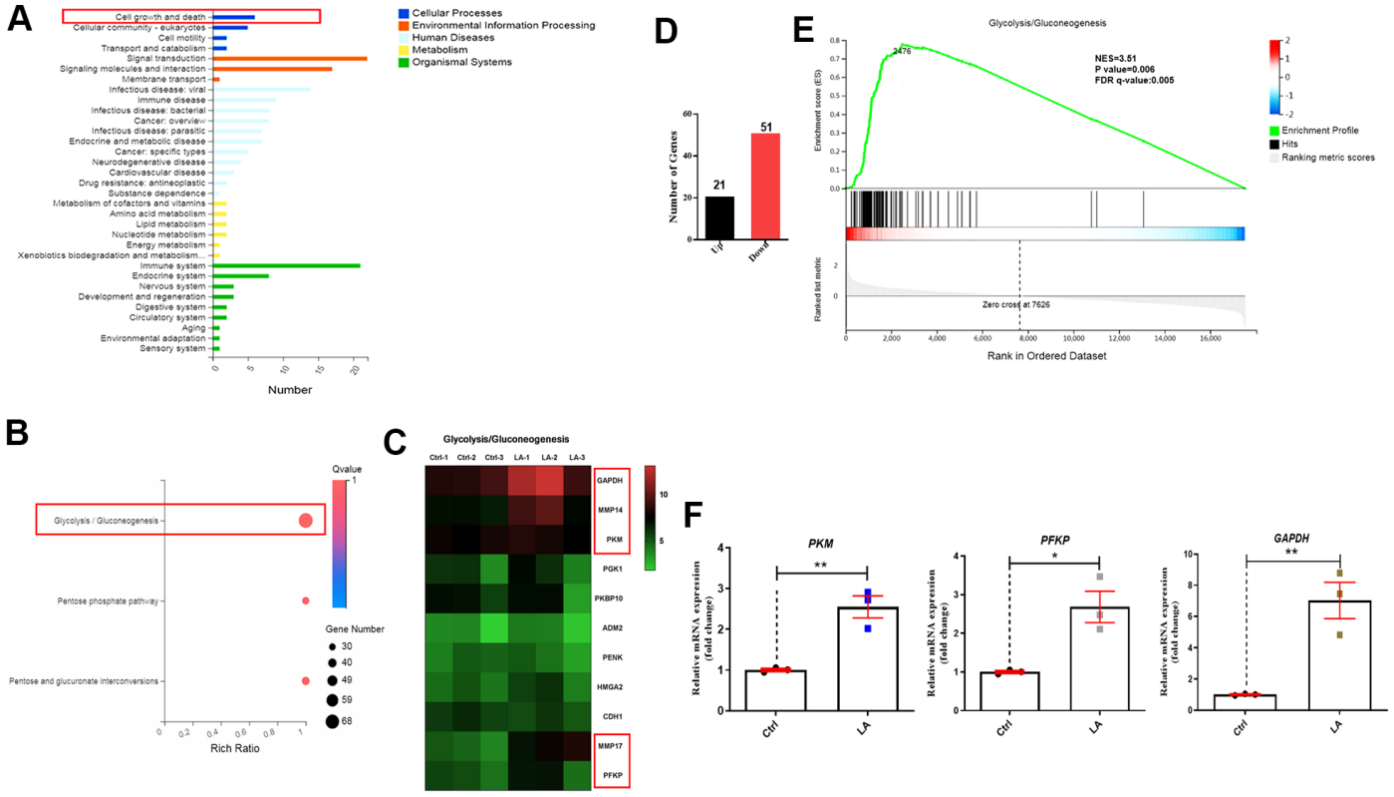
**Mechanism of LA in regulation of hADSC proliferation determined by RNA-seq.** (**A**) Classification map of KEGG pathway analysis. (**B**) Bubble diagram of glycolysis/gluconeogenesis signaling pathways regulated by LA. (**C**) Heatmap of differentially expressed genes related to glycolysis/gluconeogenesis signaling pathways. (**D**) The differentially expressed genes. (**E**) Enrichment plots of gene expression signatures for the glycolysis/gluconeogenesis signaling pathway. (**F**) qRT-PCR of the relative mRNA expression of *PKM*, *PFKP*, and *GAPDH* in LA-treated hADSCs. Data are presented as the mean ± SD of three independent experiments. Statistical significance was determined by the unpaired t-test. *p < 0.05, **p < 0.01 compared with the Ctrl.

To verify the RNA-seq results, we examined the mRNA levels of *PKM*, *PFKP*, and *GAPDH* in hADSCs treated with LA (25 μmol). Treatment with LA significantly increased the mRNA expressions of *PKM* (p<0.05), *PFKP* (p<0.05), and *GAPDH* (p<0.01) in hADSCs compared with the Ctrl group (Figure 3F). Western blot analysis also showed that LA upregulated the protein expression of *MMP*14 (p<0.01), *PFKP* (p<0.01) compared with the Ctrl and LA cannot regulate the protein expression of *PKM* (Supplementary Figure 2).

### LA promotes hADSC proliferation by activating the glycolysis pathway

To evaluate the effect of LA on glycolysis/gluconeogenesis pathways in hADSCs, we used extracellular flux analyzes to monitor the extracellular acidification rate (ECAR) and oxygen consumption rate (OCR) [46, 47], which indicated glycolysis pathway activity and mitochondrial respiration, respectively.

Following LA treatment of hADSCs, glucose consumption was increased (Figure 4A). ECAR in hADSCs at each phase in the glycolysis pathway showed that basal, glucose, oligomycin, and 2-DG (2-Deoxy-D-glucose, one of the glycolysis inhibitors) phases were significantly higher in LA1 and LA2 groups than in the Ctrl (*P*<0.01) (Figure 4B). Additionally, when treated with LA (25 μmol), the relationship between ECAR and OCR showed a positive correlation and was higher than in the Ctrl (Figure 4C). Glycolysis levels showed that LA activated the glycolysis pathway by significantly improving ECAR and OCR in aged hADSCs compared with the Ctrl. Previous RNA-seq data suggested that LA can increases the expression of *GAPDH*, a critical regulation enzyme in the glycolysis pathway, and the upregulation of GAPDH expression can activate glycolysis progression [48]. Western blot analysis showed that GAPDH protein level was increased in hADSCs treated with LA (p<0.05) compared with the Ctrl (Figure 4D).

**Figure 4:**
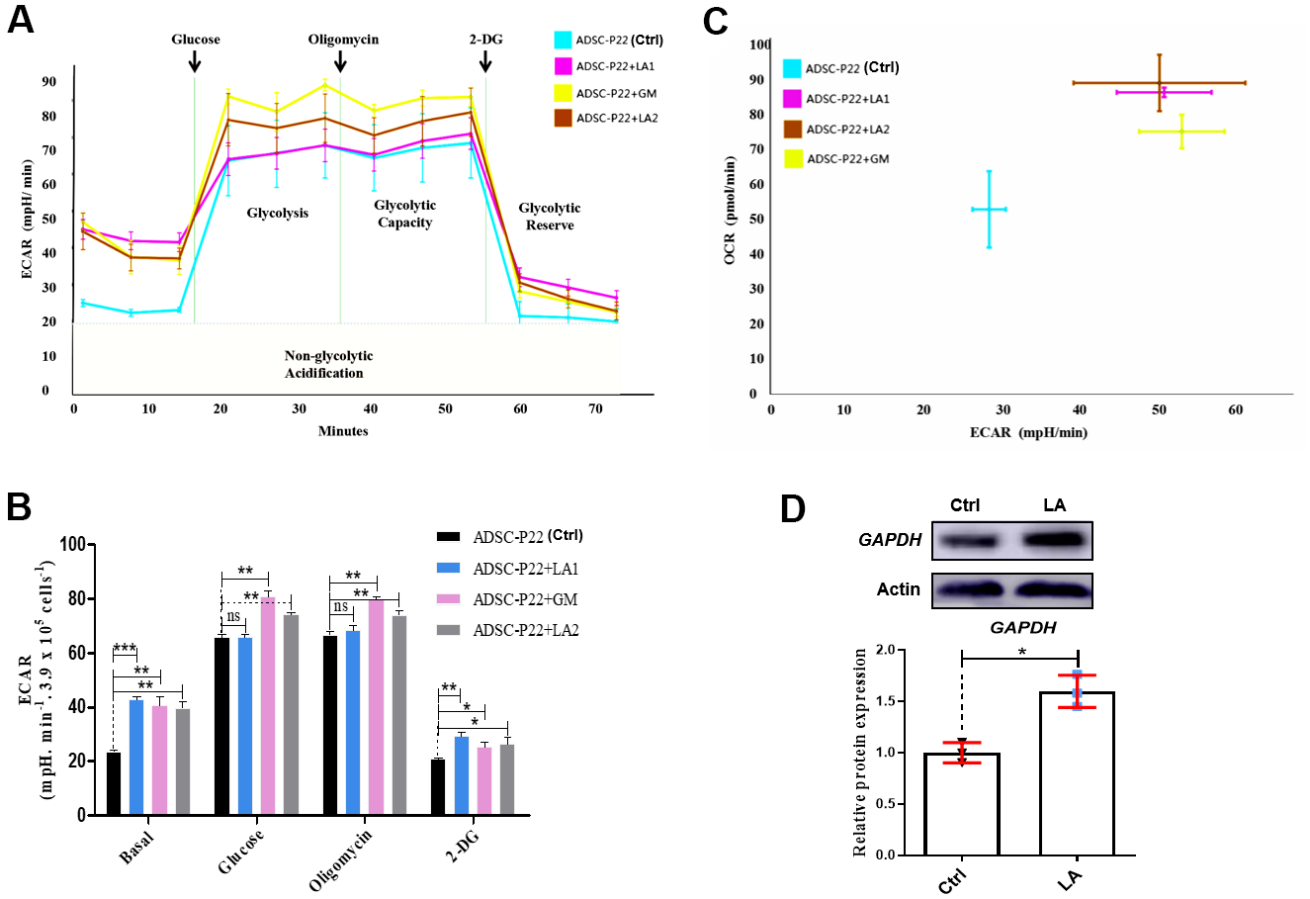
**Measurements of glycolysis activities in hADSCs.** (**A**) ECAR in hADSCs at each phase of the glycolysis pathway. (**B**) Statistical analysis of ECAR at each phase. (**C**) Relationship between ECAR and OCR in the glycolysis pathway of hADSCs. GM: Metformin. (**D**) Western blotting of GAPDH protein expression. Data are presented as the mean ± SD of three independent experiments. Statistical significance was determined by the unpaired t-test. *p < 0.05, **p < 0.01, ***p < 0.001 compared with the Ctrl.

Other research found that AMPK (AMP-activated protein kinase) has been shown to regulate the senescence [49], which have reduced the expression of the epigenetic factor p-AMPK (phospho-AMP-activated protein kinase) in aged mice [50]. AMPK can mediate increase of glycolysis in human cells [51]. Western blot analysis also showed that LA (25 μmol) upregulated the protein expression of *p-AMPK* (p<0.01) compared with the Ctrl and cannot regulate the protein expression of *AMPK* (Supplementary Figure 3).

## Discussions

Young hADSCs are an ideal source of adult stem cells in clinical applications. However, the continuous culture of mesenchymal stem cells results in cell senescence. In this study, we examined the potential anti-aging effects of LA (25 μmol) on senescent hADSCs. Related evaluations confirm the regulation of LA on aging. The expression of *P16^INK4A^*, which regulates senescence, was downregulated by LA [52]. ROS levels are increased in aging cells, and increased ROS levels inhibit cell proliferation [53]. Our results showed that LA decreased the ROS level in hADSCs. Telomeres become shorter in senescent cells [54]. LA can protect telomeres from shortening in hADSCs during proliferation. Osteogenic and adipogenic differentiation is also a critical aging indicator [55]. During mesenchymal stem cell aging, bone mass decreases and bone marrow adiposity increases [56].

We performed osteogenic and adipogenic differentiation assays and found that LA (25 μmol) promoted osteogenesis differentiation and attenuated adipogenic differentiation of hADSCs. Although the four signaling pathways regulated by LA through RNA-seq analysis mainly involved cell growth and death but not osteogenic and adipogenic differentiation. This may be that the increase of osteogenic differentiation and the decrease of adipogenic differentiation in hADSCs caused by LA treatment is only a phenotype in cellular senescence.

Our RNA-seq results suggest that LA (25 μmol) activates the glycolysis signaling pathway by promoting *GAPDH*, *PKM*, *MMP14*, and *PFKP* gene expression. The glycolysis pathway is linked to cell growth and proliferation [57], so activation of the glycolysis pathway promotes cell viability and ameliorates aging [58]. *GAPDH*, *PKM*, *MMP14*, and *PFKP* are important factors in the glycolysis signaling pathway. For example, GAPDH activates the glycolysis pathway [59]. Increased expression of the glycolysis enzyme PKM facilitates a metabolic shift to glycolysis [60], and PFKP plays important roles in cellular glucose metabolism [61]. The results showed that LA activates the *p-AMPK*, which also involved in the senescence. Glycolysis inhibitor blocked LA-induced *AMPK* phosphorylation (Supplementary Figure 4A), and inhibition of Glycolysis blocked LA- attenuate fewer senescent cells (Supplementary Figure 4B) and expression of p16 gene from hADSCs (Supplementary Figure 4C).

In conclusion, our results suggest that the anti-aging effects of LA (25 μmol) are associated with induction of the glycolysis pathway. As is known to all, glycolysis is a critical pathway in glucose metabolism that provides intermediates for energy generation [62]. Such as upregulation of glycolysis is a major characteristic of provides energy to support rapid proliferation [63]. Glycolysis also regulates the activation of fibrogenesis in the aged lung *in vivo* and *in vitro* [57]. So, glycolysis is linked to cell growth and the findings showed the anti-aging property of LA by activating the glycolysis pathway. These findings may have broad implications for therapeutic that LA has an anti-aging effect on human adipose stem cells.

## MATERIALS AND METHODS

### Cell culture and viability assay

LA (C21H22O4; MW: 338; ≥98% pure, HPLC grade) was purchased from Chengdu Push Biotechnology Co. Ltd. (Sichuan, China) and stored at 2–8° C in a dark, dry place. The stock solution concentration was 100 mmol in dimethyl sulfoxide (DMSO). The final DMSO concentration did not exceed 0.1% in the culture medium. hADSCs at passage (P) 22 (late passage) were cultured in a humidified atmosphere with 5% CO_2_ at 37° C in DMEM/F12 (Thermo Fisher Scientific, Waltham, MA, USA) supplemented with 10% FBS and 100 U/mL penicillin and streptomycin.

Cell viability and growth kinetics were measured by CCK-8 assays. Briefly, cells were seeded in 96-well culture plates and treated for 24 h with various concentrations of LA (0, 25, 50, and 100 μmol for the cell viability assay; 25 μmol for the growth kinetics assay). Next, 10 μL CCK-8 solution was added to each well, followed by incubation at 37° C for 2 h. Cell viability was measured using a microplate reader by recording the absorbance of each well at 450 nm.

### SA-β-gal assay

hADSCs were cultured in 24-well plates overnight and then treated with 25 μmol LA or the vehicle control for 24 h. Next, the cells were fixed and treated with SA-β-gal kit solution. Cell staining was examined by fluorescence microscopy.

### ROS assay

hADSCs were treated with 25 μmol LA or the vehicle control for 24 h and then incubated with ROS reagent in the dark at room temperature for 30 minutes (min). ROS levels were determined using a multi-mode microplate reader.

### qRT-PCR analysis

Telomere lengths in hADSCs were measured by qRT-PCR. hADSCs were seeded in six-well plates and treated with 25 μmol LA and the vehicle control (Ctrl) for 24 h. Briefly, total mRNA was extracted using Trizol (Thermo Fisher Scientific) and then reverse transcribed into cDNA using a reverse transcription kit. Total DNA was extracted using a DNA extraction kit. The PCR protocol was as follows: predenaturation at 95° C for 3 min followed by 43 cycles of denaturation at 95° C for 10 s, annealing at 55° C for 30 s, and extension at 72° C for 30 s. *36B4* was used as a Ctrl. qRT-PCR was performed using the Taq-Man real-time PCR system (Thermo Fisher Scientific) and SYB-Green real-time PCR system (TaKaRa). Relative gene expression levels were normalized to *ACTB* and calculated by the 2^-ΔΔCT^ method. Primer sequences are listed in Table 1.

**Table 1:** The primer of qRT-PCR.

**Gene**	**F (5’-3’)**	**R (5’-3’)**
*h-P21*	TTAGCAGCGGAACAAGGA	AAGACAACTACTCCCAGCCC
*h-P53*	TGCATTTTCACCCCACCCTT	ACACAGGTGGCAGCAAAGTT
*h-ALP*	GATGGCCTGAACCTCATCGA	AGTTCGGTCCGGTTCCAGAT
*h-RUNX2*	TGGCCGGGAATGATGAGA	TGAAACTCTTGCCTCGTCCG
*h-OCN*	GGACTGTGACGAGTTGGCTGAC	TGCCTGGAGAGGAGCAGAACTG
*h-LPL*	TGTATGAGAGTTGGGTGCCAAA	GCCAGTCCACCACAATGACAT
*h-PPARr*	TGCAAGGGTTTCTTCCGGA	GCAAGGCATTTCTGAAACCG
*h-PFKP*	CGGAAGTTCCTGGAGCACCTCTC	AAGTACACCTTGGCCCCCACGTA
*h-GAPDH*	ATCAGCAATGCCTCCTGCAC	TGGTCATGAGTCCTTCCACG
*h-PKM*	ATGTCGAAGCCCCATAGTGAA	TGGGTGGTGAATCAAGTCCA
*h-actin*	ACCCACACTGTGCCCATCT	ATGTCACGCACGATTTCCC
*h-telomere*	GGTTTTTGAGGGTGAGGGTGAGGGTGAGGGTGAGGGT	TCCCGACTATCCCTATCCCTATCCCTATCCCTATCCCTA
*h-36B4*	CAGCAAGTGGGAAGGTGTAATCC	CCCATTCTATCATCAACGGGTACAA

### Osteogenic and adipogenic differentiations assays

Briefly, cells were cultured in DMEM/F12 containing 25 μmol LA or Ctrl. At 70% confluence, cells were treated with OriCell™ differentiation media with 25 μmol LA maintained throughout the differentiation period. Alizarin Red staining was performed on day 25 for osteogenesis and Oil Red O staining on day 14 for adipogenesis. Images were obtained by microscopy.

### RNA-seq analysis

RNA-seq was performed independently and uniformly on hADSCs treated with LA (25 μmol) or Ctrl in duplicate and cultured for 6 days in a humidified atmosphere with 5% CO_2_ at 37° C in DMEM/F12 supplemented with 10% FBS and 100 U/mL penicillin and streptomycin. Clean reads were aligned to the reference gene sequence using bowtie-2 and the gene expression levels of each sample were calculated. Differentially expressed gene (DEG) detection was conducted by the DEG seq method [62]. The statistical results were based on the ma-plot method. The number of reads of specific genes obtained from the sample was randomly sampled, and then *p*-values were calculated in accordance with the normal distribution and corrected to q-values. To improve the accuracy of DEGs, genes with a different multiple of more than double and a q-value of ≤0.001 were defined and screened as significant DEGs. 

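Messenger RNA of the hippocampus of C57BL/6 mice aged 12 months was sequenced in 2 groups, a control group (Ctrl) and a group given LA for 30 days. The hippocampus is the part of the brain that serves memory formation. The table analysed here holds 2 Ctrl libraries, replicates 2 and 3, and 2 LA libraries, replicates 1 and 2. The hADSC libraries of Figure 3 were not analysed here, so the values of these libraries are not the data behind Figure 3. The paper's text does not describe the hippocampus experiment, and neither the dose of LA nor what the Ctrl mice received is given in the sources used here, since the labels give Ctrl a term for cell culture. According to the submitters' processing notes, TopHat2 and Cufflinks were used with the mouse genome build GRCm38, and the authors deposited the result as FPKM, fragments per kilobase of transcript scaled to the mapped fragments of each library. The table lists 19230 genes, of which 19102 are messenger RNAs and 128 are long non-coding RNAs. FPKM summed to 386945 in Ctrl replicate 2, 394912 in Ctrl replicate 3, 388932 in LA replicate 1 and 441948 in LA replicate 2. Total read counts were not used here, but the FPKM that 1 fragment adds to genes with 1 annotated transcript gave a relative depth of 99.6%, 100%, 93.9% and 92.7% in the same order, with Ctrl replicate 3 as the reference. Genes listed at 0 numbered 975, 919, 1361 and 1440, and a 0 can be a failed estimate, since Atp5a1, a subunit of ATP synthase that every cell uses, was listed at 0 in LA replicate 2. Ttr, the transthyretin gene expressed strongly by the choroid plexus, stood at 7360 FPKM in Ctrl replicate 3 and at 12.2, 47.2 and 75.2 FPKM in Ctrl replicate 2, LA replicate 1 and LA replicate 2. Spearman's rho across genes was 0.978 between the Ctrl libraries and 0.972 between the LA libraries, while it ranged from 0.957 to 0.981 between libraries of different groups. Groups were compared with limma on log2(FPKM + 1) over the 13518 genes with a mean of at least 1 FPKM, so fold changes are on that scale and understate the change of low genes. No source used here says that the libraries came from separate mice, so p-values measure only the spread between these libraries, which may be technical.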

RNA sequencing data generated from this study have been deposited in NCBI GEO (https://www.ncbi.nlm.nih.gov/geo) under the accession number GSE144105.

### Western blot analysis

Briefly, hADSC were treated with 25 μmol LA or Ctrl for 24 h and 48 h (or 80 h) then lysed using RIPA buffer containing protease and phosphatase inhibitors at 4° C, followed by centrifugation for 10 min. The supernatant was collected and sample buffer (5×) was added at a ratio of 5:1. Samples were mixed well and boiled for 10 min, followed by storage at −40° C. Proteins were separated by 10% SDS polyacrylamide gel electrophoresis and transferred to PVDF membranes that were blocked by incubation with 2.5% dry skim milk, followed by overnight incubation with primary antibodies diluted in 2.5% dry skim milk at 4° C.

The following antibodies were used: monoclonal rabbit anti-*RUNX2*, anti-*LPL*, anti-P16^ink4a^, anti-*GAPDH*, anti-*MMP14*, anti-*PKM*, anti-*PFKP*, anti-*AMPK*, anti-*p- AMPK* (Abcam) at 1:1000 dilutions. The blots were then incubated with the secondary mouse or rabbit antibodies at room temperature for 1 h. Proteins were detected using the BioSpectrum 600 system. The western blots repeated 3 independent experiments.

### Measurement of glycolysis activities

The oxygen consumption rate (OCR; pmoles/min) and extracellular acidification rate (ECAR; mpH/min) were measured using Seahorse XF96 extracellular flux analyzers (Seahorse Bioscience, Billerica, MA, USA) in accordance with the manufacturer’s instructions [63]. hADSCs were seeded in an XF96 cell culture microplate. Twenty-four hours (h) later, DMEM/F12 medium was changed to Agilent Seahorse XF base medium (Agilent Technologies) supplemented with GlutaMAX™ (Thermo Fisher Scientific). The cells were cultured for 1 h in a CO_2_-free 37° C incubator and then subjected to a Seahorse XF Cell Mito Stress Test or Seahorse XF Glycolysis Stress Test. LA concentrations were 6.25 μmol (LA1) and 25 μmol (LA2) for the glycolysis test. Measurements were recorded at the intervals indicated in the test protocols.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism 5.0. Data are expressed as the mean ± standard deviation (SD). Statistical comparisons of two groups were made by the unpaired t-test. Statistical comparisons of more than two groups were made by analysis of variance (ANOVA). A two-tailed *P*-value of *P*<0.05 was considered statistically significant and *P*<0.01 was considered extremely statistically significant.

## Supplementary Material

Supplementary Figures

How the deposited data were processed for this re-analysis (not part of the article)

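The hippocampus of C57BL/6 mice aged 12 months was compared between 2 Ctrl libraries (replicates 2 and 3) and 2 libraries of mice given LA for 30 days (replicates 1 and 2). The hADSC libraries described in the paper were not analysed here. The authors deposited FPKM values, 1 column per library, and the submitters' processing notes name TopHat2, Cufflinks and GRCm38; their versions and the gene annotation are not given in the sources used here. For hADSCs the paper names bowtie-2 and DEGseq. Every column of values was mapped to a library by its name. Dates had replaced 11 gene symbols, which were restored through their gene numbers in the RefSeq annotation of GRCm38, and 18293 of the 19230 gene identifiers were found in it.

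Genes with a mean of at least 1 FPKM over the 4 libraries were kept, which left 13518 genes. The deposited values were not scaled further. A pseudocount of 1 was added, log2 was taken, and the groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend of the variance on the mean). P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. With 2 libraries against 2, an exact two-sided permutation test of a single gene cannot give a p under 0.333, so it cannot pass. The prior of the variance had 5.37 degrees of freedom and each gene 2 residual ones.

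Before the data were examined, 56 gene lists were written from textbook knowledge, covering energy metabolism, signalling, ageing, synapses, and markers of brain cell types and neighbouring tissues. The 55 lists with at least 5 measured members were tested with limma's camera, two-sided, with a preset correlation between genes of 0.01, and again with an estimated correlation. For each list the calls were also counted with p adjusted over the list alone. The genes named in the text were chosen by a rule also fixed then. It took the mouse counterparts of the genes the paper names, some under another symbol, such as Trp53 for P53. It also took the 10 genes with the largest change in each direction among those past the threshold with groups that do not overlap. Where fewer passed, it took those of smallest unadjusted p up to 5. Up to 4 members of smallest p in each list described were added. Ttr, Atp5a1 and Ptgds were named after their values were seen.

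The alternatives tried were pseudocounts of 0.1 and 0.5, no filter, a mean of at least 5 FPKM, median-ratio scaling, quantile normalization, each library left out in turn, limma without the trend or with robust estimation, the estimated correlation, a wider list of glycolysis and gluconeogenesis, and the thresholds the paper gives for hADSCs (0.001 and a fold over 2). A correction of each library for transcript length and GC content, by splines with 4 degrees of freedom over the 96.2% of tested genes with a GENCODE transcript, was added after the data had been seen.

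The procedure was tested on simulated data of 13518 genes with 200 changed genes, in 20 simulations each of 2 kinds. The changed genes and the shifted list below were drawn only from genes with a mean log2(FPKM + 1) above 2. Recovery of lower genes was thus not simulated. With the spread drawn from limma's own prior, 37.2% of changes of 1 on the log2 scale and 97.4% of changes of 2 were recovered, and 4.75% of the calls were false. With the spread estimated for each real gene, 85.8% and 99.8% were recovered, and 10.6% of the calls were false, above the nominal 5%. A list of 20 genes shifted together was found in 20 of the 20 simulations of each kind, and a random list in 0 and 2 of them. Lists were scored there by an unadjusted p under 0.05 from camera, not by p adjusted over 55 lists. The shifted list had a single size of shift. These counts thus do not give the recovery or false-call rate of the list test used on the real data. In the simulations genes varied independently of each other, so they do not test the preset correlation. The relative depth of the libraries was 92.7% to 100% of the highest, and sampling error per gene cannot be computed from FPKM without the read totals, which were not used here.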

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

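Of the 19 genes called lower in the LA hippocampus than in Ctrl, 6 are in the list of leptomeningeal fibroblast markers. The leptomeninges are membranes around the brain. That list holds 14 genes, so the count does not say whether the other called genes are expressed there. The paper does not report on these libraries, and everything in this part comes from data it did not analyse. The tests of tissue share, of transcript length and GC content, and of other splits of the libraries were chosen only after the results were seen. Of the 13518 genes tested with limma, 19 passed the threshold, 19 lower and 0 higher with LA, and 1054 had an unadjusted p under 0.05 where 675.9 would by chance. Fmod, which encodes the collagen-binding proteoglycan fibromodulin, was 27.5 ± 0.240 FPKM in Ctrl and fell to 3.96 ± 0.940 FPKM (SD, n = 2 each), a log2 fold change of -2.54 (standard error 0.187, adjusted p = 0.0121 from limma). It lies on chromosome 1 of GRCm38 from 134037254 to 134048280. Slc6a20a, a proline transporter gene, had a log2 fold change of -2.50 (adjusted p = 0.0106), and Igf2, an insulin-like growth factor, of -2.48 (adjusted p = 0.0270, but 0.0563 with median-ratio scaling). Slc13a4, a sulfate transporter gene, had -2.46, Prg4 -2.25, Fgfbp1 -2.25, Slc6a12 -2.17, Mgp -2.16, Itih2 -2.16 and Aldh1a2, an enzyme of retinoic acid synthesis, -2.13. The other called genes were Omd, Vtn, Slc6a13, Serping1, Ctgf, Spp1, Slc22a8, Islr and Bmp7. Of the 13 measured meningeal fibroblast markers 6 were lower over all genes and 12 when adjusted over the list alone, with a median log2 fold change of -1.97 (adjusted p = 2.12e-25 from camera). With an estimated correlation the adjusted p = 0.415 from camera. The list median stayed between -2.12 and -1.76 with each library left out in turn. Each of the 10 genes with values above likewise kept a log2 fold change of -1.92 or lower. The count of genes rested on single libraries: it was 36 higher and 191 lower without Ctrl replicate 2, 16 higher and 62 lower without Ctrl replicate 3, 119 higher and 58 lower without LA replicate 1, where most calls were thus higher, and 0 higher and 2 lower without LA replicate 2. Without a filter on low genes 0 of 19080 genes passed, with 1333 at an unadjusted p under 0.05 from limma, so each of the 19 calls ended, with Fmod and Slc6a20a at an adjusted p = 0.319. Of the 10 genes with values above, Fmod and Slc6a20a alone passed without LA replicate 2.

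The 7 meningeal markers that did not pass over all genes had negative log2 fold changes, with a median of -1.42, which is consistent with more meninges in the Ctrl tissue pieces. The called genes had a median log2 ratio of Ctrl replicate 3 to Ctrl replicate 2 of -0.018, without a pseudocount. Their median log2 ratio of the mean FPKM of Ctrl to LA was 2.52, likewise without one. For these genes this argues against choroid plexus in Ctrl replicate 3 alone, since they were high in both Ctrl libraries. A gene raised in that library alone could hardly pass, so the small ratio follows from the selection and tells nothing of other genes. Transcript length and GC content are argued against as the whole cause, since 18 of the 18 called genes with a known length stayed past the threshold after correction, with a median log2 fold change of -2.16, against -2.13 over the 19 genes before it. An effect of LA on meningeal cells was not tested and stays open, since tissue share and treatment cannot be told apart with 2 libraries per group. The 3 splits of the 4 libraries are too few for a share under 0.05. The real split called 19 genes, and it was the only 1 of them to call any, the highest other count being 0. Each other split mixes Ctrl and LA libraries within its groups, which raises the spread of genes that differ between the real groups. Its count of 0 is thus no measure of chance.

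Ribosomal protein genes had a positive log2 fold change with LA in 72 of 74 members, with a median log2 fold change of 0.55 (adjusted p = 7.06e-23 from camera, but adjusted p = 0.884 with an estimated correlation) and 0 members past the threshold, over all genes or over the list alone. Rps23 had a log2 fold change of 0.98, Rpl37 of 0.85 and Rpl27a of 0.76, while Rps13 had -0.95; ribosomal genes have many near-identical pseudogenes that can take their reads. Their median deviation from the mean of the libraries was -0.31 and -0.23 in Ctrl replicates 2 and 3, -0.02 in LA replicate 1 and 0.55 in LA replicate 2. After correction for transcript length and GC content the median was 0.47, which argues against that trend as the whole cause, and with quantile normalization it was 0.33. Without LA replicate 2 the median was 0.26, so a part that may come from that library alone cannot be told apart from an effect of LA, which was not tested.

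Myelin genes had a positive log2 fold change with LA in 18 of 18 members, with a median log2 fold change of 0.83 (adjusted p = 7.32e-23 from camera, but adjusted p = 0.533 with an estimated correlation). None passed over all genes and 17 did when adjusted over the list alone. Gjb1, a gap junction gene of oligodendrocytes, had a log2 fold change of 1.00, Mog 1.00, Trf 0.85 and Mag 0.94. Transcript length and GC content are argued against as the whole cause by a median of 0.85 after correction. Astrocyte markers had a median of 0.011, with a standard error of 0.0764 taken over genes and not over libraries. Their median deviations disagreed, at 0.13 in LA replicate 1 and -0.19 in LA replicate 2, where myelin genes had 0.38 and 0.48. Astrocyte markers thus fell short of myelin in both LA libraries. This argues against a loss of other tissue that raises astrocytes and oligodendrocytes alike. Other cell types moved apart: the median was 0.40 for microglia and 0.56 for erythrocyte markers, but -0.61 for endothelial markers. Oligodendrocyte precursor markers had a median of 0.28, positive in 8 and negative in 3 of 11 members. That list did not pass (adjusted p = 0.244 from camera). A larger share of white matter in the LA pieces and an effect of LA on oligodendrocytes were not tested and may each hold.

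Among the vessel and matrix lists, endothelial markers had a median log2 fold change of -0.61 (adjusted p = 0.733 with an estimated correlation), with Abcb1a at -1.05 and Cdh5 at -0.90, and the median was -0.31 without Ctrl replicate 3; 0 of 14 members passed over all genes and 5 were lower when adjusted over the list alone. Pericyte and smooth muscle markers had a median of -0.53 (adjusted p = 0.533 with an estimated correlation), with Vtn at -1.67 and Tagln at -1.39. Genes of collagen and the extracellular matrix had a median of -0.43 (adjusted p = 0.533 likewise), with Bgn at -1.42 and Timp3 at -1.08. The osteogenesis list had a median of -0.39 (adjusted p = 0.733 likewise), led by Spp1 at -1.87 and Col1a2 at -1.42, the latter also in the meningeal list, and of -0.14 without a filter and -0.60 with a pseudocount of 0.1. Of the 35 listed genes of senescence and its secretions only 16 were tested, and Cdkn2a was not among them. The tested genes had a median of -0.33 (adjusted p = 0.533 from camera with an estimated correlation). They were led by Igfbp2 at -1.95 and Timp2 at -0.66, the latter also in the matrix list. The median was -0.18 without a filter and -0.51 with a mean of at least 5 FPKM. Whether the lower values of the senescence, osteogenesis and matrix lists are separate from those of the meningeal markers was not tested. Choroid plexus markers had a median of -1.54 (adjusted p = 0.973 likewise) with Ctrl replicate 3 and of 0.22 without it, passing in the opposite direction (adjusted p = 3.85e-06). The median was -3.24 without Ctrl replicate 2, and -1.50 without LA replicate 1, where the list did not pass (adjusted p = 0.135).

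Microglia markers had a positive log2 fold change in 19 of 19 members, with 0 past the threshold over all genes or over the list alone, a median of 0.40 (adjusted p = 0.533 with an estimated correlation), and Tyrobp at 0.55 and C1qa at 0.55; the median was 0.23 without Ctrl replicate 3. Nuclear genes of oxidative phosphorylation had a median of 0.27 (adjusted p = 0.973 likewise), positive in 60 and negative in 16 of 76 members, and of 0.10 without LA replicate 2, where the list did not pass (adjusted p = 0.0580), 0.44 without LA replicate 1 and 0.12 with quantile normalization. Ndufb2 had 0.61, Atp5e 0.80 and Uqcrh 0.57, while Atp5a1, the member of smallest p, was 2.69 and 1.88 FPKM in Ctrl, 0.39 FPKM in LA replicate 1 and listed at 0 in LA replicate 2, which can be a failed estimate. Erythrocyte markers, positive in 6 of 6 members with 0 past the threshold, had a median of 0.56 (adjusted p = 0.828 with an estimated correlation), of 0.22 without LA replicate 1, of 0.98 without LA replicate 2 and of 0.37 without a filter. Ependymal markers had a median of 0.24 (adjusted p = 0.973 likewise), with Rarres2 at 0.74, and of 0.52 without Ctrl replicate 3. The list did not pass without Ctrl replicate 2 (-0.05, adjusted p = 0.903) or without LA replicate 2 (0.12, adjusted p = 0.257). Circadian clock genes had a median of -0.20 (adjusted p = 0.533 from camera with an estimated correlation), with Ciart at -1.24 and Per1 at -0.82. The clock median was -0.31 without LA replicate 1, -0.18 without Ctrl replicate 3 and -0.17 after the length and GC correction. Interferon response genes had a median of -0.28 (adjusted p = 0.810 likewise), with Ifitm3 at -0.84, and did not pass without Ctrl replicate 3 (-0.20, adjusted p = 0.130) or without LA replicate 1 (-0.33, adjusted p = 0.0598). Cortex markers had a median of -0.13 (adjusted p = 0.810 likewise), led by Ctgf at -1.74, and did not pass without Ctrl replicate 2 (-0.03), without LA replicate 1 (-0.17) or after the length and GC correction (-0.07); the median was -0.23 without Ctrl replicate 3. In all, 16 of the 55 lists passed with the preset correlation, 6 higher and 10 lower, and 0 passed with an estimated correlation. The 3 splits are too few for a share under 0.05: the real split gave 16 lists, 2 splits counting it gave as many, and the highest other gave 17.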

How the results depend on the processing

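Meningeal, myelin and ribosomal lists kept their direction under every alternative run and lost their calls only with an estimated correlation between genes, at medians of -1.97, 0.83 and 0.55, where the count of called lists went from 16 to 0. The 19 called genes were kept, 19 of 19, with either other pseudocount, and 18 of them with median-ratio scaling, which dropped Igf2. Without a filter limma called 0 of 19080 genes, with 1333 at an unadjusted p under 0.05, and at the paper's hADSC thresholds 0 of 13518. Robust estimation called 40 genes and the length and GC correction, chosen after seeing the data, 30. Leaving out each library in turn gave 2 to 227 called genes, 2 without LA replicate 2, and 119 higher against 58 lower without LA replicate 1; the library left alone in its group is assumed to vary like the others. No paired analysis was run, since the labels describe no pairing of Ctrl with LA libraries. FPKM without read totals limits what can be said of low genes.

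Glycolytic enzymes had a median of -0.03, of -0.14 with quantile normalization, which made it pass, and of -0.21 to 0.19 over the libraries left out; it was 0.19 without LA replicate 1 and -0.21 without LA replicate 2, past the threshold each time in opposite directions. Of the genes the paper names, 0 were called, 1 without the trend and 1 with robust estimation (Cdh1 each time), and 0 to 2 over the libraries left out. The cause was not tested for any of these.

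Signs were reversed for choroid plexus markers, -3.24 to 0.22 over the libraries left out, and ependymal markers, -0.052 to 0.52. For genes not called, the ranges over the libraries left out crossed 0 for Gapdh (-0.42 to 0.26), Pkm (-0.38 to 0.22), Mmp17 (-0.10 to 0.050), Pfkp (-0.33 to 0.091), Pgk1 (-0.10 to 0.12), Penk (-0.47 to 0.31), Trp53 (-0.14 to 0.12), Pparg (-0.10 to 0.27), Prkaa1 (-0.014 to 0.17), Actb (-0.20 to 0.56), Rplp0 (-0.068 to 0.39) and Nfe2l2 (-0.032 to 0.58). Median-ratio scaling gave Mmp17 0.0036 and Trp53 0.019, quantile normalization Pgk1 -0.13, Trp53 0.020 and Actb -0.085, and the length and GC correction Mmp17 0.11 and Trp53 0.022. Of 446 values of named genes under alternatives, 385 kept their direction and side of the threshold, 19 no longer passed, 20 newly passed and 22 changed sign.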

Other observations

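For hADSCs the paper bases its conclusion on glycolysis on enzyme RNA and also on protein levels, extracellular acidification and a glycolysis inhibitor. In the mouse hippocampus only RNA was examined here. The list of glycolytic enzymes did not pass the test with the values as deposited. Of 22 measured members 0 were higher and 0 lower at the threshold from limma, over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05. Over all 13518 genes these counts were 19 and 1054, so 0 of 22 past the threshold does not set the list apart from other genes. The median log2 fold change was -0.03 (adjusted p = 0.923 from camera), and the wider list of glycolysis and gluconeogenesis had a median of -0.06 (adjusted p = 0.571). With quantile normalization the list of enzymes passed, with a median of -0.14 (adjusted p = 0.00933; 0.000126 to 0.973 over the alternatives). Eno3 had a log2 fold change of -0.29, Hk1 of -0.21, Pgam2 of -0.25 and Aldoc of 0.18. Gapdh stood at 922 and 921 FPKM in the Ctrl libraries and at 688 and 1101 FPKM in the LA libraries, and Pkm at 539 and 552 against 420 and 637 FPKM. The LA libraries thus lay on both sides of Ctrl, with list deviations of -0.21 in LA replicate 1 and 0.19 in LA replicate 2. Without LA replicate 1 the list median was 0.19 and without LA replicate 2 it was -0.21, each past the threshold.

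Of the mouse counterparts of genes named in the paper's text or Fig. 3C, 20 were tested, some under another symbol, such as Trp53 for P53. Of these 0 passed over all genes, and 1 when adjusted over the list alone. Cdh1, the cadherin of epithelia, was 2.57 and 2.33 FPKM in Ctrl and 0.19 and 0.30 FPKM with LA, a log2 fold change of -1.47 (adjusted p = 0.0782 from limma, 0.00303 to 0.319 over the alternatives). Mmp14 had -0.24, Mmp17 -0.03, Pfkp -0.12, Pgk1 0.01, Fkbp10 -0.25 and Penk -0.08, with adjusted p of 0.810 or more. Cdkn1a, the p21 gene, was 5.59 and 22.9 FPKM in Ctrl and 3.21 and 8.22 FPKM with LA, a log2 fold change of -1.01 that was -0.081 without Ctrl replicate 3 and -1.94, past the threshold, without Ctrl replicate 2. Trp53 had -0.01, Alpl -0.37, Runx2 -0.21, Pparg 0.08, Lpl 0.60, Prkaa1 0.08, Prkaa2 -0.23, Actb 0.18, Rplp0 0.16 and Nfe2l2 0.27. Lpl rested on LA replicate 2, at 19.4 FPKM against 8.56 FPKM in LA replicate 1: its fold change was 0.059 without that library and 1.15, past the threshold, without LA replicate 1. Hmga2, Cdkn2a and Bglap had means of 0.188, 0.185 and 0.0475 FPKM and were not tested, and Adm2 was not analysed here.

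Among genes higher with LA, 0 passed the threshold from limma and 505 had an unadjusted p under 0.05, but 119 passed without LA replicate 1, 36 without Ctrl replicate 2 and 16 without Ctrl replicate 3. The 5 of smallest p were Tax1bp3 and 6030443J06Rik, both listed at 0 in the Ctrl libraries, and Cmtm5, Gjb1 and Bcas1, with log2 fold changes of 1.06, 1.00 and 1.08 (adjusted p of 0.101, 0.125 and 0.129). Of the alternatives run for each, Tax1bp3 passed under 8 of 12, 6030443J06Rik under 4 of 13, Cmtm5 and Bcas1 under 1 of 13, and Gjb1 under 0 of 13. Dentate granule cell markers differed within the LA group, with median deviations of 0.31 in LA replicate 1 and -0.48 in LA replicate 2. Ptgds, an abundant meningeal gene, stood at 4420 and 3603 FPKM in Ctrl and at 674 and 1295 FPKM with LA. It did not pass the threshold from limma and was named only after its values were seen.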
